# CDH11 Contributes to Bladder Cancer Progression via Regulation of Mitochondrial Energy Metabolism

**DOI:** 10.1002/cam4.71399

**Published:** 2025-11-20

**Authors:** Osuke Arai, Yuta Yanagihara, Haruna Arai, Ryuta Watanabe, Noriyoshi Miura, Tadahiko Kikugawa, Takashi Saika, Yuuki Imai

**Keywords:** big data analysis, bladder cancer, cancer progression, CDH11, mitochondrial energy metabolism

## Abstract

**Background:**

Approximately 83,000 new cases of bladder cancer (BC) in the United States and 23,000 in Japan are confirmed per year, and the number of new BC cases increases every year. While the prognosis for localized cancer is favorable, treatment options for metastatic cancer are limited, and the prognosis is extremely poor.

**Aim:**

Although the prevention of metastasis and the development of novel treatments for metastatic cancer are urgent challenges, the molecules contributing to BC metastasis and prognosis remain largely unknown. This study aimed to identify and analyze novel therapeutic target molecules for metastatic BC.

**Materials and Methods:**

We collected gene expression datasets for BC cell lines from Gene Expression Omnibus and selected genes highly expressed in advanced BC cell lines. We also extracted genes highly expressed in metastatic BC patients from The Cancer Genome Atlas. We performed integrated analysis on these genes and combined it with Kaplan‐Meier analysis to identify genes involved in BC progression. The results revealed that CDH11 is involved in bladder cancer progression. We established CDH11 knockdown (KD) using shRNA in advanced bladder cancer cell lines and performed analyses of cell proliferation, invasion, and migration; gene expression analysis via RNA‐seq; tumor formation via xenografts; metabolic analysis using the Flux analyzer; and therapeutic effect analysis using low‐molecular‐weight compounds.

**Results:**

While CDH11 KD did not alter cell proliferation, invasion, or migration in vitro, CDH11 KD significantly suppressed tumor growth in an in vivo subcutaneous xenograft mouse model. RNA‐seq revealed that CDH11 KD cells decreased the expression of genes related to mitochondrial metabolism, and a metabolic flux analyzer confirmed decreased mitochondrial activity in the KD cells. Furthermore, use of a CDH11 inhibitor resulted in decreased mitochondrial activity in vitro, and CDH11 inhibitor resulted in inhibition of tumor growth in vivo.

**Discussion:**

Our findings suggest that CDH11 is highly expressed in advanced BC and may regulate the TME by interacting with other cell types and regulating mitochondrial energy metabolism.

**Conclusion:**

These results suggest that CDH11 is involved in BC progression and is a potential therapeutic target.

**Abbreviation**
RNA‐seq: RNA sequencing

## 1 Introduction

Approximately 83,000 new cases of bladder cancer (BC) in the United States [1] and 23,000 in Japan are confirmed per year (Cancer Statistics. Cancer Information Service, National Cancer Center, Japan [National Cancer Registry, Ministry of Health, Labour and Welfare]), and the number of new BC cases increases every year. BC is broadly classified into noninvasive and invasive carcinomas, which are genetically distinct [2]. Among the invasive carcinomas, those that invade the muscle intrinsic layer tend to progress and have a very poor prognosis. The 5‐year survival rates of BC patients are extremely low compared with other urologic cancers: 87.3% for localized cancer (nonadvanced BC), 38% for regional metastases, and 9.5% for distant metastases (both are advanced BC) [3, 4]. Localized bladder cancer is curable by transurethral resection of bladder tumor. However, if the tumor has invaded the muscle layer, the recurrence rate is high and distant metastasis is likely to occur even after total cystectomy. Thus, early detection and diagnosis of BC is important for a good prognosis. Although transcriptome analyses of BC have been conducted [5, 6], there are still no effective diagnostic markers for BC, and the difficulty of screening may lead to a delay in diagnosis. Another reason for the poor prognosis of advanced BC is that only three main treatment options are available: platinum‐based chemotherapy, immune checkpoint inhibitors, and antinectin‐4 antibody–microtubule inhibitor enfortumab vedotin. However, advanced BC is difficult to treat with chemotherapy and immune checkpoint inhibitors, and the 2‐year survival rate is 15%–25% [7]. As described above, patients with advanced BC have an extremely poor prognosis due to limited treatment options, and the development of new therapies is desired. Therefore, we aimed to identify novel therapeutic target molecules and to clarify the molecular mechanisms for treatment of advanced BC.

We hypothesized that the specific gene expression differences between nonmetastatic and metastatic BC may be involved in the transformation to advanced disease in BC. To narrow down the target genes, we used a method of omics big data analysis already validated in our laboratory [8, 9]. Among the genes identified, we focused on cadherin 11 (*CDH11*) as a gene contributing to BC progression because *CDH11* is highly expressed in advanced BC and is related to prognosis. CDH11 is a member of the cadherin family, a transmembrane protein involved in cell adhesion, and it suppresses cancer activity via the Wnt/β‐catenin, AKT/Rho A, and NF‐κB signaling pathways [10, 11, 12, 13]. There are several reports that CDH11 promotes metastasis and progression of breast and pancreatic cancers [14, 15, 16, 17], and CDH11 has been reported to be highly expressed in muscle‐invasive BC [18]. However, the effect of CDH11 on BC progression and the detailed molecular mechanisms remain to be elucidated. In this study, we demonstrate that CDH11 is involved in BC progression and that its inhibition has a tumor‐suppressive effect, suggesting that CDH11 is a potential therapeutic target molecule.

## 2 Materials and Methods

### 2.1 Integrative Analysis of Omics Big Data

Raw high‐throughput RNA‐seq data for localized BC cell lines (HT1197 and HT1376) and advanced BC cell lines (5637 and UM‐UC‐3) were obtained from the Gene Expression Omnibus (GEO) (GEO accession numbers GSE97768, GSE106637, GSE151505, and GSE186611). The localized and advanced BC cell lines were compared, and genes with higher expression in the advanced BC cells based on RaNAseq were extracted [19]. Additionally, we extracted genes from The Cancer Genome Atlas (TCGA) that were more highly expressed in primary tumors with lymph node metastasis or distant metastasis compared with localized BC. The overlapping genes among these three groups were subjected to GO enrichment analysis using Database for Annotation, Visualization and Integrated Discovery (DAVID) [20, 21].

### 2.2 Kaplan–Meier Analysis

Kaplan–Meier analysis was conducted using Kaplan–Meier Plotter software [22, 23].

### 2.3 Cell Culture

Human BC cell lines (HT1197, HT1376, 5637, and UM‐UC‐3) were purchased from the ATCC (Manassas, VA, USA). HT1197, HT1376, and UM‐UC‐3 cell lines were cultured in Minimum Essential Media (MEM; Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% heat‐inactivated fetal bovine serum (FBS; Thermo Fisher Scientific), 1% nonessential amino acids (Thermo Fisher Scientific), 1% sodium pyruvate (Thermo Fisher Scientific), and 1% antibiotic–antimycotic (Thermo Fisher Scientific). The 5637 cell line was cultured in Roswell Park Memorial Institute 1640 medium (Fujifilm Wako, Osaka, Japan) supplemented with 10% heat‐inactivated FBS and 1% antibiotic–antimycotic. These cell lines were incubated at 37°C in a humidified atmosphere containing 5% CO_2_.

### 2.4 Real Time RT‐PCR

Total RNA was extracted using Isogen (Nippon Gene, Tokyo, Japan) and RNeasy spin column kits (Qiagen, Venlo, Nederland) and treated with DNase I (Qiagen). Subsequently, cDNA was synthesized from total RNA using PrimeScript RT Master Mix (Takara Bio Inc., Shiga, Japan). Real‐time RT‐PCR was performed using TB Green Premix Ex Taq II (Takara Bio Inc) and the Thermal Cycler Dice (Takara Bio Inc) according to the manufacturer's instructions. Gene expression levels were normalized to those of the housekeeping gene *RPLP0*. Primer sequences for each gene are listed in the Additional Files (Table S1).

### 2.5 Establishment of *CDH11* Knockdown (KD) Cell Lines by shRNA

UM‐UC‐3 and 5637 cells (1 × 10^4^) were seeded in 24‐well plates. Cells were infected with lentiviral particles containing both shRNA and GFP (Nonsilencing‐GIPZ lentiviral shRNA control [V22093005; shCtrl], Human GIPZ lentiviral shRNA individual clone [target sequence: GCCAAGTTAGTGTACAGTA; V2LHS_150470; sh#1], and/or Human GIPZ lentiviral shRNA individual clone [target sequence: TGACATGTAAGAAAATGTT; V3LHS_400950; sh#2]; Horizon Discovery Ltd., Cambridge, UK) at a multiplicity of infection of 10 for 48 h in the presence of polybrene (2 μg/mL). 

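Each hairpin target is a sequence of 19 nt. A search of hg38 with the GENCODE annotation placed the sh#1 target, GCCAAGTTAGTGTACAGTA, on chromosome 16 from 64992957 to 64992975, on the minus strand. This site lies in the coding sequence of exon 5 of CDH11 (ENSG00000140937, chromosome 16, 64943753 to 65126112, minus strand). The sh#2 target, TGACATGTAAGAAAATGTT, lies on the same strand from 64946879 to 64946897, in the 3′ UTR within exon 13. In the canonical CDH11 transcript of 6722 nt, the targets cover nt 1064 to 1082 for sh#1 and nt 3578 to 3596 for sh#2. Each target had 1 perfect match in the genome, and CDH11 was the only gene whose annotated transcripts carried it in the sense direction.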

To collect the infected cells, GFP‐positive cells were sorted by FACS (FACSAria II, BD Biosciences, Oak Park, MA, USA). The collected cells were used for subsequent experiments.

### 2.6 CDH11 Inhibitor

4‐(2‐phenylpyridin‐3‐yl) phenol (Sd‐133, PBMR363044; Princeton BioMolecular Research Inc., Princeton, NJ, USA) binds specifically to the CDH11 binding pocket to inhibit CDH11. Sd‐133 was dissolved in DMSO (1 M, Fujifilm Wako) and stored at −20°C. Sd‐133 was used at a final concentration of 100 μM in vitro [24] and administered at 40 mg/kg (2 mg/mL in saline containing 20% Solutol HS‐15 [MedChemExpress, Monmouth Junction, NJ]) in vivo [25].

### 2.7 Cell Counting Assay

Ctrl and *CDH11* KD cell lines were seeded in six‐well plates at 1 × 10^4^/well. The number of cells was counted 72 h after seeding using a Countess cell counter (Thermo Fisher Scientific).

### 2.8 Invasion Assay

Invasion ability was evaluated using the Corning BioCoat Matrigel Invasion Chamber (Corning, Corning, NY, USA). shCtrl and *CDH11* KD cell lines were precultured under starvation conditions without FBS for 24 h. Subsequently, 5 × 10^4^ cells suspended in serum‐free MEM were seeded in the upper chambers, and MEM containing 10% FBS was added to the lower chambers. The cells in the chamber were fixed at 24 h after seeding, and the cells remaining on the upper membrane were removed using a cotton swab. The cells that had migrated to the lower membrane were then stained with Diff‐quick (Sysmex, Hyogo, Japan) according to the manufacturer's instructions. The cell number normalized to the membrane area was calculated from the microscopy images using the Fiji platform [26].

### 2.9 Migration Assay

Ctrl and *CDH11* KD cells were seeded in six‐well plates at 3 × 10^6^/well. Cell growth was suppressed by exposure to starvation conditions for 24 h in serum‐free MEM. Cells in each well were scratched using a 200 μL pipette tip. Thereafter, the cells were cultured for 24 h, and the number of migrating cells per equivalent unit area was measured using the Fiji platform [26].

### 2.10 Western Blotting

Ctrl and *CDH11* KD cell lines were lysed on ice using RIPA buffer containing a cocktail of protease and phosphatase inhibitors (Nacalai Tesque Inc., Kyoto, Japan). Samples were then applied to 10% SuperSep Ace (Fujifilm Wako) and subjected to SDS–polyacrylamide gel electrophoresis. Samples were transferred to PVDF membranes (Bio‐Rad Laboratories, Berkeley, CA, USA) using a mini transblot cell (Bio‐Rad Laboratories). The membranes were then blocked. The membranes were reacted with primary antibodies (anti‐CDH11 [Thermo Fisher Scientific; 71–7600; 1:500 dilution] and anti‐β‐actin [MBL, Tokyo, Japan; M177‐3; 1:2000 dilution]) at 4°C overnight. After washing, membranes were incubated with secondary antibodies (horseradish peroxidase [HRP]‐conjugated antirabbit IgG [Dako Agilent, Santa Clara, CA, USA; 1:2500 dilution] and HRP‐conjugated antimouse IgG [Promega, Madison, WI, USA; 1:10000 dilution]). Luminescence signal was detected using the Amersham ImageQuant800.

### 2.11 CDH11 Overexpression (O/E)

Sh#1 *CDH11* KD cells were cultured for 2 days following transfection with a CDH11 overexpression plasmid using Lipofectamine 3000 (Thermo Fisher Scientific).

### 2.12 Cell Metabolism Assay

Metabolic flux was measured using the Seahorse XFp Flux Analyzer (Seahorse Bioscience, North Billerica, MA). shCtrl, *CDH11* KD cell lines, sh#1 *CDH11* KD cell line + mock and sh#1 *CDH11* KD cell line + *CDH11* O/E were seeded into an eight‐well Seahorse culture plate (5 × 10^4^ cells/well) in MEM and precultured for 24 h. For analysis of the oxygen consumption rate (OCR), cells were cultured for 1 h in XF‐DMEM (Agilent, Santa Clara, CA, USA) supplemented with 10 mM glucose, 1 mM pyruvate and 2 mM glutamine (Seahorse Bioscience, pH = 7.4 ± 0.1) and equilibrated at 37°C in a CO_2_‐free atmosphere. After three basal measurements, 1 μM oligomycin, 1 μM carbonyl cyanide 4‐(trifluoromethoxy) phenylhydrazone (FCCP), and 0.5 μM antimycin A/rotenone were sequentially injected into the plate. For analysis of the extracellular acidification rate (ECAR), cells were cultured for 1 h in XF‐DMEM supplemented with 2 mM glutamine and equilibrated at 37°C in a CO_2_‐free atmosphere. After three basal measurements, 10 mM glucose, 1 μM oligomycin, and 25 mM 2‐DG were sequentially injected into the plate. For experiments using the CDH11 inhibitor, cells were precultured in 10 cm dishes for 60 h and treated with DMSO or 100 μM Sd‐133. Cells were then trypsinized, collected, and seeded in eight‐well Seahorse culture plates (5 × 10^4^ /well) in DMEM supplemented with 10 mM glucose, 1 mM pyruvate, and 2 mM glutamine for 2 h and equilibrated at 37°C. For the OCR measurements, 1 μM oligomycin, 1 μM FCCP, and 0.5 μM antimycin A/rotenone were injected sequentially into the plates.

### 2.13 Animals

BALB/cAJcl‐nu/nu male mice (nude mice) were purchased from CLEA Japan (Kanagawa, Japan). Mice were housed in a specific pathogen‐free facility under climate‐controlled conditions and a 12‐h light/dark cycle and were provided water and a standard diet (MF; Oriental Yeast, Tokyo, Japan) *ad libitum*. All animals were maintained and used according to the experimental protocol approved by the Animal Experiment Committee of Ehime University, Japan.

### 2.14 Tumor Xenografts

Ctrl, *CDH11* KD and UM‐UC‐3 cell lines were suspended in Matrigel solution (Corning; 1 × 10^7^ cells/ml). The cell suspension (100 μL) was inoculated subcutaneously into 5‐week‐old nude mice. Tumor volumes were calculated based on the tumor diameter measured using an electronic caliper every week (Tumor volume = 4/3 × 3.14 × (length/2 × width/2 × height/2)). Tumor tissues were sampled 4 4 weeks after transplantation. Administration of inhibitors, a solution of the Sd‐133 (40 mg/kg) or an equal volume of DMSO in saline was administered intraperitoneally three times a week [25]. Tumor volumes and body weights were measured every week. Tumor tissues were sampled 3 3 weeks after transplantation.

### 2.15 RNA‐Seq

shCtrl and *CDH11* KD cell were precultured in 12‐well plates (2 × 10^5^/well) for 24 h. Total RNA was extracted using RNeasy spin column kits and DNase I. The RNA integrity number was verified using the Agilent 2100 Bioanalyzer. RNA‐seq was performed on the Illumina NextSeq 500, with a read configuration of 75 bp for single reads; 3 million reads were generated per sample. FASTQ files were trimmed using CLC Genomics Workbench (Filgen, Aichi, Japan). Mapping of FASTQ files to the human genome assembly hg38 was performed using RaNAseq [19]. Genes with a Log_2_FC value > 1 or < −1 and *q* value < 0.05 were selected for GO enrichment analysis using Metascape [27]. Tumor tissue pieces sampled from the xenograft model were lysed using ISOGEN. Total RNA was extracted using RNeasy spin column kits and DNase I. RNA‐seq was performed on the NovaSeq6000, with a read configuration of 75 bp for single reads; 3 million reads were generated per sample. FASTQ files were trimmed using trim galore. Mapping of FASTQ files to the human genome assembly hg38 was performed using HISAT2 [28, 29, 30, 31]. Genes with a *q* value < 0.1 were selected for GO enrichment analysis using Metascape. Volcano plots were created using iDEP [32]. The RNA‐seq datasets were deposited in GEO under accession number GSE277038.

### 2.16 Immunocytochemical Staining

Ctrl and *CDH11* KD cell lines were fixed using 4% paraformaldehyde for 5 min, permeabilized for 10 min, and blocked using 1% bovine serum albumin in 0.02% Triton X‐PBS (blocking buffer). Cells were incubated overnight at 4°C with an anti‐Ki67 primary antibody (NOVUS, Centennial, CO, USA, NB500‐170, 1:250 dilution) diluted in blocking buffer. After washing, the cells were incubated with the AlexaFluor 568 mouse IgG secondary antibody (1:500 dilution) diluted in blocking buffer. After washing, the cells were encapsulated with DAPI‐containing encapsulant (Vector, Newark, CA, USA) and observed under a fluorescence microscope (ZEISS Microscopy ZEN3.x Pro). Ki67‐positive cell rate was calculated using the Fiji platform [26].

### 2.17 Histological Analysis

Tumor tissues obtained from the xenograft mouse models were fixed using 4% paraformaldehyde for 24 h and then embedded in paraffin. Tissue sections 3–5 μm thick were prepared using a microtome (YAMATO, Saitama, Japan). For hematoxylin and eosin (HE) staining, deparaffinized sections were stained with Carazzi's hematoxylin for 10 min, followed by staining with eosin Y for 10 min. For immunostaining, deparaffinized sections were treated with 30% H_2_O_2_ in 50% ethanol for 30 min to block endogenous peroxidase, followed by rinsing in PBS for 5 min. Then, the sections were subjected to microwave treatment, followed by PBS washes, and blocking with goat serum for 30 min at room temperature (VEC S‐1000; Vector). The primary antibody (CD31 (Cell Signaling Technology, Danvers, MA), 1:400 dilution) reaction was performed overnight at 4°C, followed by PBS washes. The sections were treated with Histofine Simple Stain Mouse MAX‐PO(R) (Nichirei Biosciences Inc., Tokyo, Japan) to conjugate HRP with the primary antibody and then washed with PBS. The peroxidase signal was detected using 3,3′‐diaminobenzidine, and the nuclei were stained with Mayer's hematoxylin (Sakura Finetek Japan, Tokyo, Japan). Stained tissue sections were photographed using the BZ‐X800, and image analysis was performed using the Fiji platform [26].

### 2.18 Morphological Observation of Mitochondria

Mitochondrial morphology was observed using a confocal laser microscope (Nikon, Tokyo, Japan; A1Rsi‐E1). The nucleus was stained with Hoechst (Thermo Fisher Scientific), and the mitochondria were stained with MitoBright LT Red (Dojindo Molecular Technologies Inc. Kumamoto, Japan).

### 2.19 Statistical Analysis

The unpaired *t*‐test for comparisons between two groups and ordinary one‐way ANOVA followed by Dunnett's test for comparisons among three groups was performed using GraphPad Prism 10 (GraphPad Software). In all graphs, data are represented as means ± standard deviations. Statistical significance was indicated by a *p* value < 0.05.

## 3 Results

### 3.1 *CDH11* Is Highly Expressed in Advanced BC

Localized and advanced BC are recognized as genetically distinct cancers [2]. Therefore, we hypothesized that genes specifically expressed in advanced BC can serve as therapeutic targets. We performed an integrative analysis of omics big data obtained from GEO and TCGA. Using this method, we identified GPRC5A as a molecule involved in the bone metastasis of prostate cancer and found that LIM1 contributes to the malignant potential of endometrial cancer [8, 9]. Using RNA‐seq data for HT1197 and HT1376 cells, as localized BC cell lines, and 5637 and UM‐UC‐3 cells, as advanced BC cell lines, we extracted 1809 genes that are significantly upregulated (with Log_2_FC ≥ 1 and *q* value < 0.01) in the advanced BC cell lines (Figure 1a, blue circle). Furthermore, according to RNA expression data for BC patients from TCGA, which contains cancer‐related gene expression data for many clinical patients, 568 genes highly expressed in patients with lymph node metastasis (Figure 1a, red circle) and 181 genes highly expressed in patients with distant metastasis (Figure 1a, orange circle), compared with localized cancer, were identified, respectively. Of these, 23 genes were common among these three groups (Figure 1a). GO enrichment analysis of these genes was performed using DAVID. We focused on eight genes enriched in both the “cell adhesion” and “ErbB signaling” GO terms, which are involved in cancer metastasis (Figure 1b). Next, we performed a prognostic analysis of the eight genes using the Kaplan–Meier plotter tool to clarify their clinical significance. From the results, we focused on *CDH11*, which was associated with a high Hazard Ratio (HR) and poor prognosis (Figure 1c). To confirm high expression of *CDH11* in advanced BC cell lines as well as GEO data analysis, RT‐qPCR was performed in the HT1197, HT1376, 5637, and UM‐UC‐3 cell lines. *CDH11* was highly expressed in the advanced BC cell lines (5637 and UM‐UC‐3) compared with the localized BC cell lines (HT1197 and HT1376) (Figure 1d). These findings suggest that *CDH11* may contribute to the progression of BC.

**FIGURE 1:**
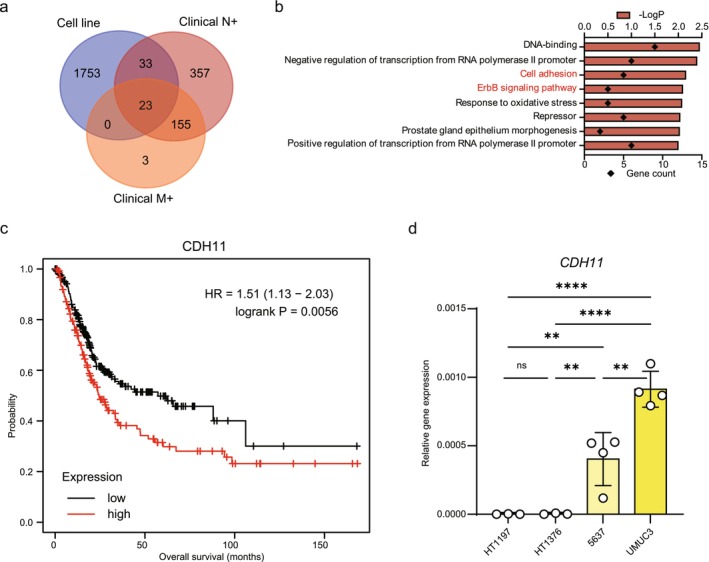
Differences in gene expression between localized and advanced BC. (a) Venn diagram showing the genes with higher expression in advanced BC using GEO and TCGA data. Cell line: Higher expression in advanced BC cell lines, Clinical N+: Higher expression in primary tumors with lymph node metastasis, Clinical M+: Higher expression in primary tumors with distant metastasis. (b) Results of GO enrichment analysis of 23 overlapping genes. (c) Kaplan–Meier curve showing a correlation between high *CDH11* expression and worse overall survival in BC patients. (d) *CDH11* mRNA levels in HT1197, HT1376, 5637, and UM‐UC‐3 cells (*n* = 3). Data represent means ± SD. ** and **** indicate *p* < 0.01 and *p* < 0.0001, respectively (one‐way ANOVA followed by Dunnet's test).

### 3.2 *CDH11* Deficiency in BC Cells Has no Phenotypic Effect In Vitro

To investigate how CDH11 affects BC progression, we generated *CDH11* KD cell lines using different sequences of shRNAs (sh#1, and sh#2) specific for *CDH11* in the advanced BC cell line UM‐UC‐3. CDH11 mRNA and protein expression levels were significantly reduced in *CDH11* KD cells compared with shCtrl cells (Figure S1a,b). To assess cell proliferation, a cell counting assay and Ki67 immunostaining were performed. The cell numbers (Figure 2a) and proportion of Ki67‐positive cells (Figure 2b) were comparable between the shCtrl and *CDH11* KD cells. Next, cell invasion and migration assays were performed, but there was no significant difference in cell invasion or migration between the shCtrl and *CDH11* KD cell lines (Figure 2c,d). These results indicated no role of CDH11 in tumor progression in vitro, which differs from the biological environment.

**FIGURE 2:**
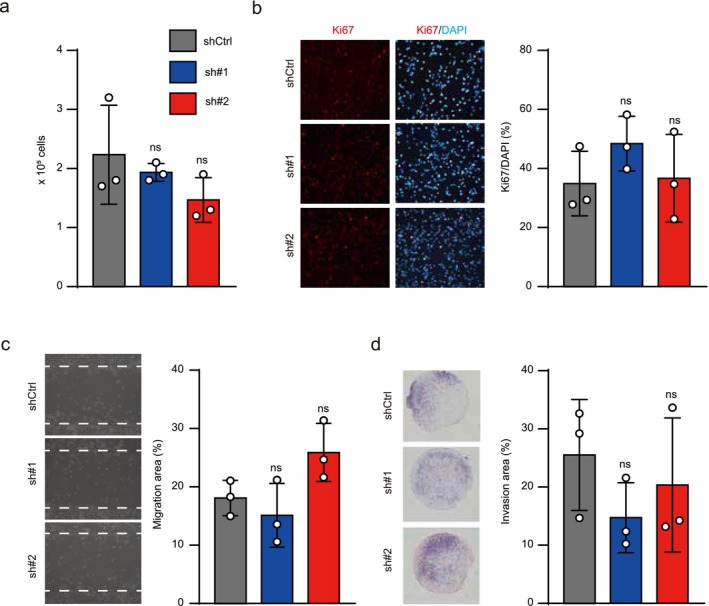
Deficient *CDH11* expression did not affect the tumor cell phenotype in vitro. (a) Cell counting assay in control (shCtrl) and *CDH11* KD (sh#1 and sh#2) cells (*n* = 3). (b) Left panel: Representative immunocytochemical analysis of Ki67 (red) and DAPI (blue) in shCtrl and *CDH11* KD cells. Right panel: Population of Ki67‐positive cells among DAPI‐positive cells in shCtrl and *CDH11* KD cell lines (*n* = 3). (c) Left panel: Cell migration activity measured by scratch assay in shCtrl and *CDH11* KD cell lines (*n* = 3). Right panel: Quantification of cell migration areas. (d) Invasion assays in shCtrl and *CDH11* KD cell lines (*n* = 3). Left panel: Representative photographs are shown. Right panel: Quantification of cell invasion areas. Scale bar: 100 μm (b, c) and 500 μm (d). Data represent means ± SD. ns: Not significant (one‐way ANOVA followed by Dunnet's test).

### 3.3 CDH11 Suppression Inhibits Tumor Growth In Vivo

It has also been reported that CDH11 induces collagen and elastin synthesis, and promotes extracellular matrix (ECM) synthesis [33]. CDH11 is highly expressed in cancer‐associated fibroblasts, which form part of the tumor microenvironment (TME), and inhibition of CDH11 inhibited tumor migration in vivo [34]. Based on those reports, we wanted to evaluate tumors under conditions close to the actual tumor environment in vivo despite no changes in cell proliferation, invasion, or migration observed in vitro (Figure 2). Therefore, we used a subcutaneous xenograft model to examine the effects on tumor growth in vivo, where various cell types are present. In contrast to the in vitro experimental results, percutaneously evaluated tumor size was significantly smaller at 4 weeks in xenograft tumors derived from both sh#1 and sh#2 *CDH11* KD cells compared with shCtrl cells (Figure 3a,b). HE staining of tumor sections showed broad necrotic areas in shCtrl tumors but limited areas in sh#1 and sh#2 tumors (Figure 3c). These results suggested that suppression of *CDH11* expression inhibited tumor growth in vivo.

**FIGURE 3:**
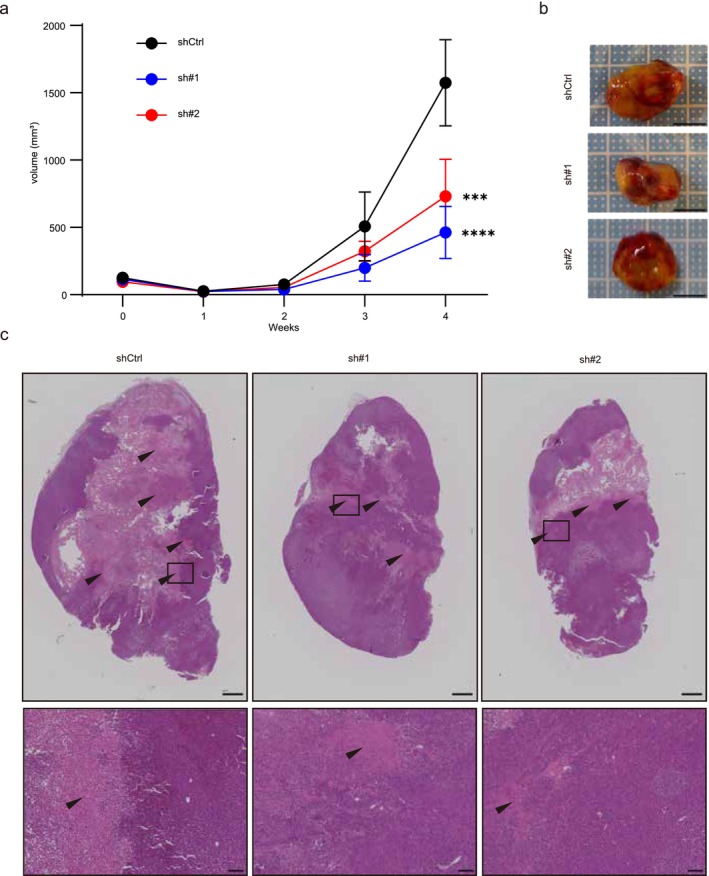
Deficient *CDH11* expression in UM‐UC‐3 suppressed tumor growth in vivo. (a) Subcutaneous size of tumors derived from control (shCtrl) and *CDH11* KD cell lines over time. (b) Excised tumors at 4 weeks after inoculation of shCtrl and *CDH11* KD cell lines. (c) HE staining of tumor tissue sections. Lower panels show a high‐magnification view of the boxed areas in the upper panels (*n* = 5). The arrow heads indicate the necrotic area. Scale bar: 1 mm (upper) and 100 μm (lower). Data represent means ± SD. *** and **** indicate *p* < 0.001 and *p* < 0.0001 compared with shCtrl, respectively (one‐way ANOVA followed by Dunnet's test).

### 3.4 *CDH11* Deficiency Suppresses Mitochondrial Metabolism

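RNA-seq of cultured UM-UC-3 cells, an advanced bladder cancer cell line, covered 3 libraries each of shCtrl, sh#1 and sh#2 cells. The authors trimmed the single reads, mapped them to hg38 and deposited the number of reads counted on each gene, without normalization. The totals counted on genes ranged from 2292088 to 2434537 (median 2352711) in shCtrl, from 2273182 to 2777019 (median 2345312) in sh#1 and from 2298359 to 2377198 (median 2327462) in sh#2 cells. The paper's methods give 3 units of 1000000 reads generated per sample. The values here use the totals counted on genes. The targeted gene was near the limit of detection at this depth. CDH11 had 2, 4 and 4 counts in the shCtrl libraries, 0, 0 and 1 in sh#1 and 1, 2 and 0 in sh#2, and the low-count filter removed it, so no fold change is given. Counts were normalized with the TMM method and both hairpins together (n = 6) were compared with shCtrl (n = 3) by the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjusted p-values (q values) and the thresholds of the paper. The filter left 9859 of 21479 listed genes. Fits with the hairpins as separate groups gave the values for each hairpin.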

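RNA-seq of xenograft tumor tissues covered 5 tumors each of shCtrl, sh#1 and sh#2 cells, sampled 4 weeks after subcutaneous injection into nude mice. The authors trimmed single reads, mapped them to hg38 and deposited counts for human genes, and a separate count table for mouse genes of the same tumors. Human gene totals ranged from 635024 to 1248977 (median 921127) in shCtrl, from 414849 to 1011977 (median 915979) in sh#1 and from 560630 to 1053107 (median 795034) in sh#2 tumors, where the paper gives the same number of reads generated per sample, and mouse gene totals from 94406 to 220238 over the 15 tumors. The deposited barcode list placed all shCtrl tumors in library mix 1, all sh#1 tumors in mix 2 and all sh#2 tumors in mix 3, so a difference between mixes and a difference between groups cannot be told apart. Human CDH11 had from 5 to 32 counts in the shCtrl tumors, from 1 to 9 in sh#1 and from 2 to 14 in sh#2. Its log2 fold change in CDH11 KD tumors was -1.13 (standard error 0.33, q = 0.112 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -1.67 with sh#1 and -0.73 with sh#2. CDH11 was past the threshold in 5 of 24 alternatives, which were upper quartile normalization, no low-count filter, the fit of 3 groups, and the fits without shCtrl tumor 5 or sh#2 tumor 2, with log2 fold changes from -1.36 to -0.85 over all of them. Mouse Cdh11 had from 9 to 30, from 1 to 28 and from 7 to 30 counts in these groups, and tumors with more mouse Cdh11 had more human CDH11, so the human CDH11 values are uncertain. The low-count filter left 9184 of 26813 listed human genes.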

To elucidate the detailed molecular mechanisms of CDH11‐mediated BC progression, RNA‐seq was performed using shCtrl and *CDH11* KD cultured cells and xenograft tumor tissues. 

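In CDH11 KD cultured cells, 899 genes were higher and 820 lower than in shCtrl at a q value under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Of the alternatives, a fit of 3 groups with the mean of both hairpins as the contrast gave the most, 1630 and 1661, and the fit without shCtrl replicate 3 the fewest, 458 and 424. With sh#1 alone, 1162 genes were higher and 1047 lower, and with sh#2 alone 1920 and 1857. The hairpins also differed from each other, with 1100 genes higher and 1331 lower in sh#1 than in sh#2. Across genes, which are not independent replicates, the log2 fold changes of the hairpins had a correlation of 0.69, against a mean of 0.50 in 20 simulations of unchanged hairpins that shared the same controls. ADM, which encodes adrenomedullin, rose from 75.3 ± 5.63 (SD, n = 3) to 851 ± 85.6 (SD, n = 6) normalized CPM. CUL3, a scaffold of ubiquitin ligases, fell from 33.4 ± 1.92 (SD, n = 3) to 7.81 ± 1.82 (SD, n = 6), a log2 fold change of -2.08 (standard error 0.18, q = 5.26e-07 in the same edgeR test).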

In cultured cells, gene expression visualized using volcano plots showed that 743 and 483 genes were significantly upregulated and downregulated, respectively, in *CDH11* KD cells. Among them, 117 and 63 genes were more than two‐fold, respectively (Figure 4a). 

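With the added limit of a log2 fold change beyond 1, the counts gave 226 higher and 178 lower genes. Requiring at least 10 counts in every library, which also removes genes that fell to low counts, left 144 and 92. Under DESeq2 the numbers were 260 and 161. The 5 genes with the largest rise under the rule for named genes were ANKRD37, BHLHE41, HILPDA, CXCL8 and ADM, and those with the largest fall were CUL3, TNFRSF21, MIDN, F2RL1 and FAM217B.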

Recently, the bladder cancer taxonomy group suggested the consensus molecular classification of BC [35, 36]. In these reports, the HT1197 (lowest *CDH11* expression) cell line was a luminal subtype cell line and the UM‐UC‐3 (highest *CDH11* expression) cell line was a basal subtype cell line. 

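Of the 30 subtype markers of the luminal, luminal infiltrated, basal, immune and squamous classes, 26 were below the low-count filter in cultured cells. UPK1A, UPK2, PDCD1LG2 and L1CAM were looked up under these symbols. The markers CD44, COL17A1, L1CAM and UPK1A were tested, and in CDH11 KD cells 0 of these 4 passed the q threshold or an unadjusted p under 0.05, also when adjusted over the list alone. Without the filter 22 markers were tested, and 0 passed the threshold (2 at an unadjusted p under 0.05). The fit of 3 groups, with the mean of both hairpins as the contrast, called L1CAM (log2 fold change 0.58, q = 0.00148 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and UPK1A (log2 fold change 1.89, q = 0.0147 in the same edgeR test) higher. CD44, L1CAM and UPK1A differed between sh#1 and sh#2 cells (q values of 2.53e-11, 9.05e-17 and 6.34e-06 in the same edgeR test). With sh#2 alone, CD44 (0.43), L1CAM (1.67) and UPK1A (3.39) were higher, with q values of 9.12e-08, 3.99e-14 and 7.42e-07 in the same edgeR test. With sh#1 alone, CD44 (-0.18) and L1CAM (-0.51) were lower, with q values of 0.0312 and 0.0444, and neither was called without shCtrl replicate 2 or 3, without sh#1 replicate 1 or 2, by DESeq2 or without the filter, where PI3 was called higher. L1CAM was also not called there without sh#2 replicate 2. In the comparison of both hairpins with shCtrl, the log2 fold changes were 0.16 for CD44 (standard error 0.17), -0.04 for COL17A1 (standard error 0.22), 0.93 for L1CAM (standard error 0.72) and 2.49 for UPK1A (standard error 1.19). UPK1A had from 0 to 20 counts per library.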

The following genes were not included in the differentially expressed genes of RNA‐seq analysis, suggesting that *CDH11* KD did not induce changes in molecular subtypes: Luminal marker (KRT20, PPARG, FOXA1, GATA3, SNX31, VPK1A, VPK2, FGFR3), Luminal infiltrated marker (PGM5, DES, C7, SFRP4, COMP, SGCD), Basal marker (CD44, KRT6A, KRT5, KRT14, COL17A1), Immune marker (CD274, PDCD1LG, IDO1, CXCL11, LICAM, SAA1), Squamous marker (DSC3, GSDMC, TGM1, PI3, TP63). In xenograft tumor tissues, 75 and 81 genes were upregulated and downregulated with *q* values less than 0.1, respectively (Figure 4b). 

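In the tumors, 64 human genes were higher and 75 lower in CDH11 KD than in shCtrl at a q value under 0.1 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 gave 75 and 81. The numbers depended on single tumors, from 21 and 27 without shCtrl replicate 1 to 197 and 202 without shCtrl replicate 5. With the ratio of mouse to human counts as a covariate, 24 and 39 genes passed. Of the 139 genes called, 31 were annotated as pseudogenes (22.3%), against 1.95% of all genes tested. MTCYBP35, a copy of the mitochondrial cytochrome b gene, had 80.9 ± 21.2 (SD, n = 5) normalized CPM in shCtrl and 0.339 ± 0.559 (SD, n = 10) in CDH11 KD tumors. RPL36A, a ribosomal protein gene, fell by 2.76 on the log2 scale. Reads of pseudogenes and of the genes they copy can be divided between near-identical copies, so their values are uncertain. Between sh#1 and sh#2 tumors, 59 genes were higher and 50 lower, 26 of them pseudogenes.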

To examine the biological pathways that CDH11 may regulate, GO enrichment analysis was performed on these gene groups in both cultured cells (Figure 4c,d) and xenograft tumor tissue results (Figure S2a,b). Mitochondria and respiration‐related genes were the most frequently enriched gene groups that were downregulated in both cultured cells and xenograft tumor tissues (Figure 4c,d). In contrast, no overlapping pathways were found in cultured cells and xenograft tumor tissues for the upregulated genes (Figure S2a,b). 

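NDUFC2 (ENSG00000151366, chromosome 11, 78068297 to 78079862), a subunit of complex I, had 191 ± 14.8 (SD, n = 3) normalized CPM in shCtrl cultured cells and 82.9 ± 23.4 (SD, n = 6) in CDH11 KD cells. Its log2 fold change was -1.20 (standard error 0.20, q = 0.00207 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The readthrough gene NDUFC2-KCTD14, which overlaps NDUFC2, had 18 counts in sh#1 replicate 3 and 0 in each other cultured library, while NDUFC2 itself had from 452 to 505 counts in the shCtrl libraries and from 110 to 262 in the CDH11 KD libraries. TIMM21 (ENSG00000075336, chromosome 18, 74148523 to 74160531), of the mitochondrial import machinery, had a log2 fold change of -1.10 (standard error 0.23, q = 0.0031 in the same edgeR test), and WNT7B (ENSG00000188064, chromosome 22, 45920366 to 45977162) one of -1.39 (standard error 0.18, q = 5.05e-05 in the same edgeR test). All 3 genes were lower with each hairpin, and their calls held in all 15 alternatives run for cultured cells. In the tumors, the log2 fold changes were -0.21 for NDUFC2, 0.04 for TIMM21 and -0.55 for WNT7B, with q values of 0.537, 0.965 and 0.105 in the edgeR test on 15 tumors. WNT7B was past the tumor threshold in 8 of 25 alternatives, with log2 fold changes from -0.63 to -0.44 over all of them. These 8 were upper quartile normalization, no low-count filter, at least 10 counts in every library, the fit of 3 groups, and the fits without shCtrl tumor 5, sh#1 tumor 2, sh#2 tumor 2 or sh#2 tumor 5. Across the 8307 genes tested in both systems, 4 were lower in both, where 4.16 were expected by chance (Fisher's exact test, one-sided, p = 0.609). Without shCtrl tumor 5, 17 genes were lower in both, where 14.3 were expected (p = 0.257 in the same Fisher's exact test), and without shCtrl tumor 1 or without shCtrl tumor 2 the number was 0.

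**Figure D1:**
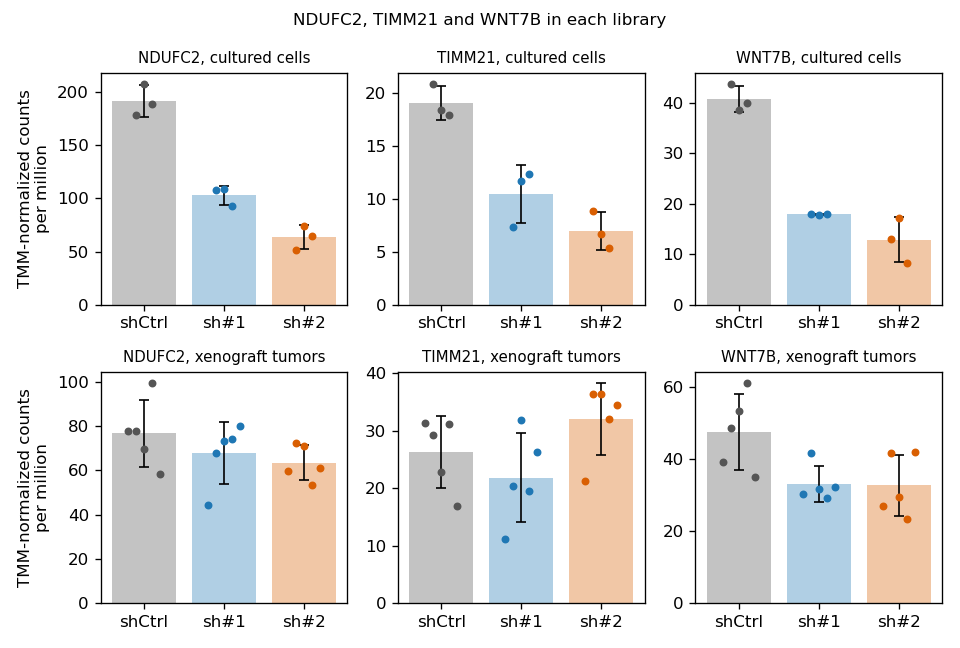
Normalized CPM (vertical axis) of NDUFC2, TIMM21 and WNT7B in shCtrl, sh#1 and sh#2 libraries. Points are single libraries, bars are means and error bars are SD, with cultured cells (n = 3 per group) in the upper row and xenograft tumors (n = 5 per group) in the lower row. In cultured cells the CDH11 KD points lie below the shCtrl points for all 3 genes.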

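Among genes tested in both systems, 776 were higher in CDH11 KD cultured cells and 53 in CDH11 KD tumors, and 11 were higher in both, where 4.95 were expected (Fisher's exact test, one-sided, p = 0.00872). Another 12 genes were called in opposite directions, where 9.09 were expected. Among genes with a mean of at least 50 counts in both systems, 6 were higher in both, where 3.34 were expected (p = 0.104 in the same Fisher's exact test). DESeq2, without this count limit, gave 16, where 3.85 were expected among 13473 genes (p = 7.48e-07 in the same Fisher's exact test). In cultured cells only 10818 genes had an adjusted p-value under DESeq2. The 13473 genes thus include some that could not be called, which lowers the expected number and the p-value. Leaving out 1 library at a time in the edgeR fits gave p values from 1.73e-06 to 0.309 in the same Fisher's exact test, at 0.05 or more in 13 of 24 fits. The fewest shared genes, 2, came without shCtrl tumor 1, where 1.12 were expected, and the most, 25, without shCtrl tumor 5, where 16.7 were expected. The log2 fold changes of the systems had a Spearman correlation of 0.13 across genes. Of the hypoxia genes, 30 of 32 tested had a higher value in CDH11 KD tumors, with a median log2 fold change of 0.35 (0.54 with sh#1 and 0.08 with sh#2, and 0.20 in CDH11 KD without sh#1 tumor 1). The list was past the threshold in camera with a preset correlation (adjusted p = 4.89e-06, limma) and not in fry (adjusted p = 0.172, limma). CA12 was the 1 gene past the threshold (2 genes when adjusted over the list alone).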

To validate the mRNA expression levels of the genes related to energy metabolism (*NDUFC2, TIMM21*, and *WNT7B*), we performed RT‐qPCR. There were significant differences between the shCtrl and *CDH11* KD cells (Figure 4e). 

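Of a list of 42 hypoxia-related genes, 40 were tested in cultured cells and 39 had a higher value in CDH11 KD than in shCtrl cells. At a q value under 0.05, 24 were higher and 0 lower, and 32 were higher when adjusted over the list alone. The median log2 fold change was 1.35 (0.83 with sh#1 and 1.74 with sh#2). The list stood apart from other genes in camera with a preset correlation of 0.01 (adjusted p = 9.1e-55, limma's camera over 9 lists) and in fry (adjusted p = 0.000418, limma), and not with an estimated correlation (adjusted p = 0.0519, limma). VEGFA was at 46.5 ± 3.55 (SD, n = 3) normalized CPM in shCtrl and 131.6 ± 10.05 (SD, n = 6) in CDH11 KD cells (q = 3.64e-08 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).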

Because hypoxia‐related genes were significantly upregulated in cultured cells, suggesting that angiogenesis within the tumor was promoted. Therefore, immunostaining of the vascular endothelial marker CD31 was performed in the tumor tissues obtained from the xenograft experiment. However, there was no difference in the CD31‐positive vascular endothelial area between the shCtrl and *CDH11* KD cells (Figure S2c,d). Next, energy metabolism was evaluated in the shCtrl, *CDH11* KD, and *CDH11* O/E in KD cells because metabolism‐related genes such as those involved in the OXOPHOS pathway were significantly downregulated. 

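In cultured cells, 78 nuclear genes of oxidative phosphorylation were tested, and 14 were higher and 2, NDUFC2 and NDUFB7, lower in CDH11 KD cells at a q value under 0.05 (17 and 3 when adjusted over the list alone). Their median log2 fold change was 0.13, and the 2 lower genes compare with 6.49 expected among the genes called lower (Fisher's exact test, one-sided, p = 0.991). Of the 13 genes encoded by mitochondrial DNA, 6 were lower and 2, MT-CO1 and MT-ND6, higher (6 and 3 over the list alone). MT-ND2 fell from 8300 ± 630 (SD, n = 3) to 4231 ± 343 (SD, n = 6) normalized CPM, and MT-CO1 rose from 1183 ± 12.8 (SD, n = 3) to 1845 ± 436 (SD, n = 6). The MT-CO1 call was lost when any shCtrl replicate was left out. Together, the 13 genes took 9.28% ± 0.0711 (SD, n = 3) of the counts in shCtrl and 6.13% ± 0.344 (SD, n = 6) in CDH11 KD cells (exact permutation test, two-sided as 2 times the smaller one-sided p, p = 0.0238, the smallest this form of the test gives for 3 against 6 libraries). These 13 genes were enriched among the genes called lower (Fisher's exact test, one-sided, p = 0.000335). In the tumors the medians of both lists had the opposite sign. There 66 of 75 nuclear genes had a lower value, with a median of -0.16 and 5 called lower against 0.61 expected (Fisher's exact test, one-sided, p = 0.000351). Of these nuclear genes, 17 were lower and 1 higher when adjusted over the list alone. Without shCtrl tumor 1 or without shCtrl tumor 4, 0 of these genes were called lower. Without shCtrl tumor 5, 16 of them were called lower, where 1.63 were expected. In the tumors 12 of the 13 mitochondrial DNA genes had a higher value, with a median of 0.21, and 5 were higher and 1 lower when adjusted over the list alone. MT-CO1 was called higher in the tumors as well (log2 fold change 0.34, q = 0.0723 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost in 11 of 25 alternatives. The tumor differences were past the threshold in camera with a preset correlation (adjusted p = 2.39e-08 for the nuclear genes and 0.00603 for the mitochondrial DNA genes, limma) and not in fry (0.0849 and 0.153). In cultured cells camera gave 0.0144 and 0.000242 and fry 0.0117 and 0.000409, while with an estimated correlation no list was past 0.05 in either system. From the genes it found downregulated, the paper reasons that energy metabolism should be evaluated in the CDH11 KD cells.

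**Figure D2:**
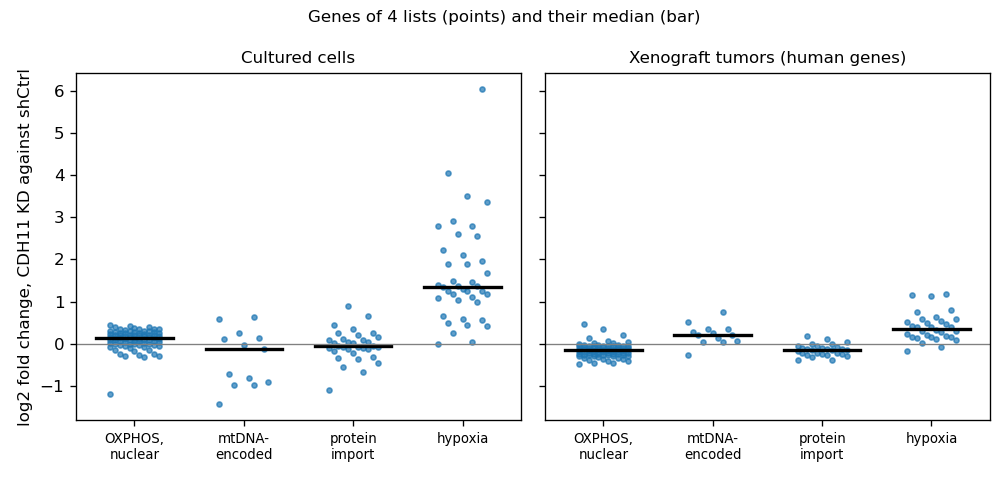
Log2 fold change of CDH11 KD against shCtrl (vertical axis) for genes of the nuclear OXPHOS, mtDNA-encoded, mitochondrial protein import and hypoxia lists, in cultured cells (left) and human genes of xenograft tumors (right). Each point is a gene and each bar a list median, which for nuclear OXPHOS is 0.13 in cultured cells and -0.16 in tumors.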

Since both mRNA and protein expression of CDH11 were lower in sh#1 *CDH11* KD cells, O/E was performed in sh#1 *CDH11* KD cells. First, we observed the morphology of mitochondria and cells using a confocal laser microscope, but no significant changes were observed in shCtrl + mock, sh#1 *CDH11* KD cells + mock or *CDH11* O/E (Figure S3). Then, an extracellular flux analyzer revealed that mitochondrial energy metabolism was significantly downregulated in both sh#1 and sh#2 *CDH11* KD cells compared with the shCtrl cells (Figure 5a), but there was no change in glycolysis, as indicated by the ECAR (Figure 5b). It was also confirmed that *CDH11* O/E in sh#1 *CDH11* KD cells activates mitochondrial metabolism (Figure 5c,d). To confirm whether downregulation of mitochondrial energy metabolism by *CDH11* deficiency is dependent on cell line or not, *CDH11* KD was also performed on 5637, another advanced BC cell line (Figure S4a). Mitochondrial activity was also suppressed in 5637 *CDH11* KD cells (Figure S4b,c). These results suggest that *CDH11* deficiency suppresses mitochondrial activity, resulting in reduced tumor growth in vivo.

**FIGURE 4:**
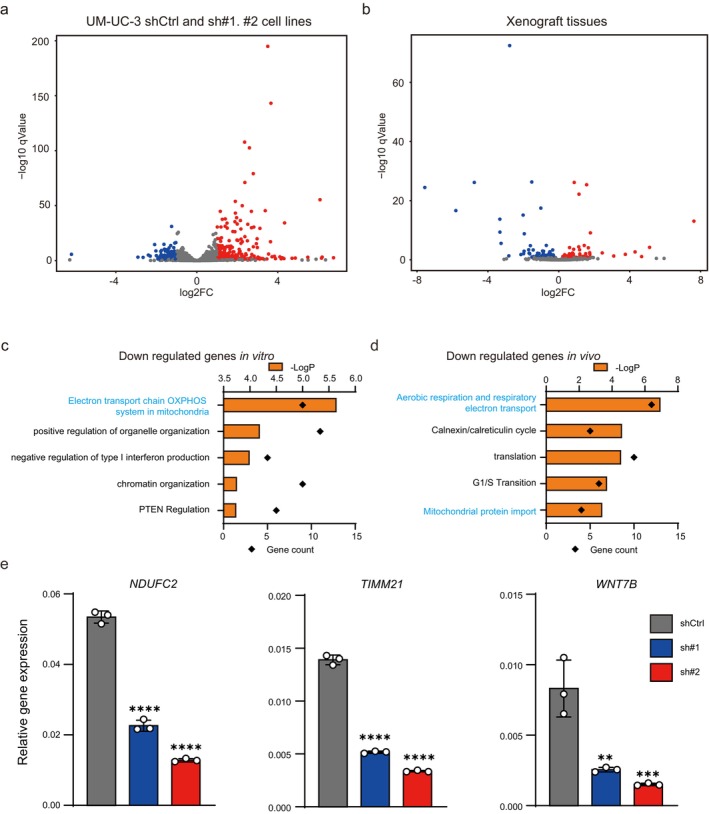
Deficient *CDH11* expression suppressed that of mitochondrial energy metabolism–related genes. (a) Volcano plot of the differentially expressed genes in *CDH11* KD (sh#1 [*n* = 3] and sh#2 [*n* = 3]) versus shCtrl (*n* = 3) based on the RNA‐seq results from cultured cells. (b) Volcano plot of the differentially expressed genes in *CDH11* KD (sh#1 [*n* = 5] and sh#2 [*n* = 5]) versus shCtrl (*n* = 5) based on the RNA‐seq results from xenograft tumor tissues. (c) GO enrichment analysis of the downregulated genes in *CDH11* KD compared with shCtrl from cultured cells. (d) GO enrichment analysis of the downregulated genes in *CDH11* KD compared with shCtrl from xenograft tumor tissues. (e) Validation of the mRNA expression of the downregulated genes in cultured cells (*n* = 3). Data represent means ± SD. **, ***, and **** indicate *p* < 0.01, *p* < 0.001, and *p* < 0.0001 compared with shCtrl cells, respectively (one‐way ANOVA followed by Dunnet's test).

**FIGURE 5:**
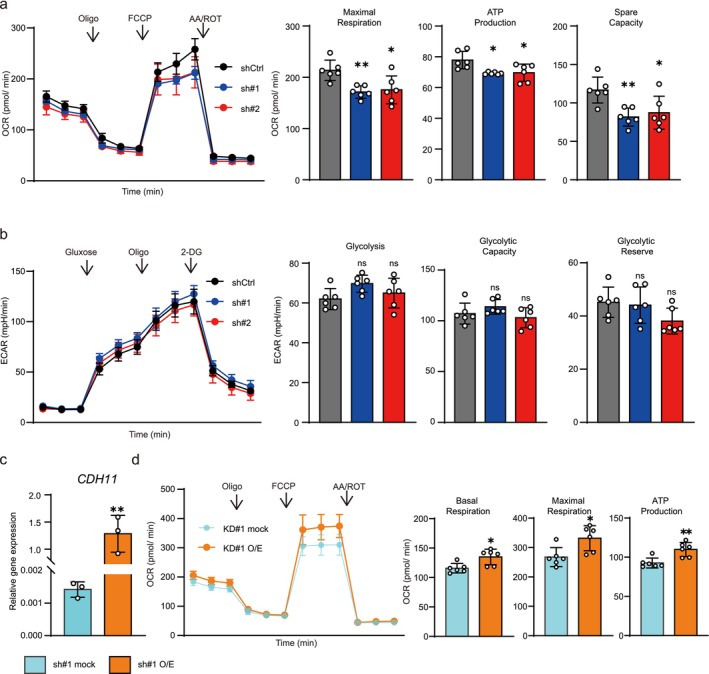
Suppression of *CDH11* reduced mitochondrial metabolism. (a) Left panel: Oxygen consumption rate (OCR) was assessed after the addition of oligomycin (Oligo), carbonyl cyanide 4‐(trifluoromethoxy) phenylhydrazone (FCCP), and rotenone/antimycin A (ROT/AA) at the indicated times. Right panel: Maximal respiration, ATP production, and spare capacity were calculated (*n* = 6). (b) Left panel: Extracellular acidification rate (ECAR) was assessed after the addition of glucose, Oligo, and 2‐DG at the indicated times. Right panel: Glycolysis, glycolytic capacity, and glycolytic reserve were calculated (*n* = 6). (c) *CDH11* mRNA levels in KD cells and CDH11 O/E in KD cells. (d) Left panel: OCR was assessed after the addition of Oligo, FCCP, and ROT/AA at the indicated times. Right panel: Basal Respiration, Maximal respiration and ATP production were calculated (*n* = 6). Data represent means ± SD. * and ** indicate *p* < 0.05 and *p* < 0.01 compared with shCtrl, respectively. ns: Not significant change (one‐way ANOVA followed by Dunnet's test in figure a and b, unpaired *t*‐test in figure c and d)

### 3.5 A CDH11 Inhibitor Suppresses BC Tumor Growth and Mitochondrial Metabolism

We evaluated tumor growth and mitochondrial energy metabolism using a CDH11 inhibitor (Sd‐133). Sd‐133 treatment downregulated the expression levels of *NDUFC2*, *TIMM21*, and *WNT7B* in UM‐UC‐3 cells, to similar levels as those in *CDH11* KD cells (Figure 6a). Cell viability decreased in the Sd‐133 treated condition (Figure 6b). Therefore, cells were precultured with DMSO and Sd‐133, and subsequently conducted metabolic experiments using the same number of living cells without DMSO and Sd‐133. Mitochondrial activity was significantly decreased in Sd‐133‐treated UM‐UC‐3 cells compared with DMSO‐treated cells (Figure 6c). These results strongly support that CDH11 inhibition regulates mitochondrial energy metabolism in advanced BC at the gene expression level. Therefore, we also examined the effect of a CDH11 inhibitor in vivo using a subcutaneous xenograft mouse model in UM‐UC‐3 cells. Sd‐133 treatment significantly suppressed tumor growth without causing weight loss and no visible changes occurred in treated mice (Figure 6d–f). These results suggest that CDH11 may be a possible therapeutic target molecule for advanced BC with fewer side effects.

**FIGURE 6:**
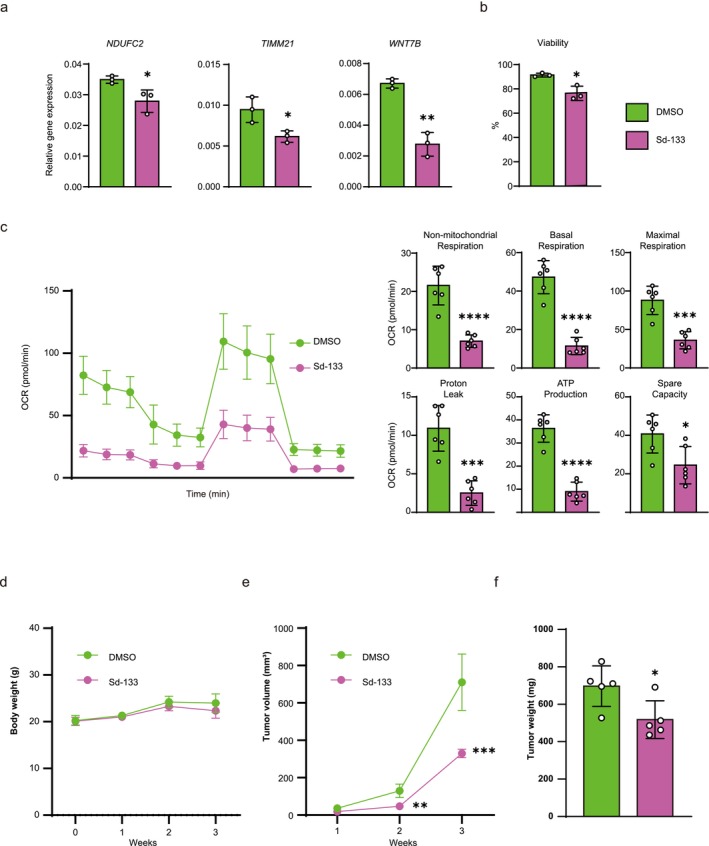
CDH11 inhibitor, Sd‐133, suppressed mitochondrial activity in vitro and tumor growth in vivo. (a) mRNA expression of the genes downregulated in *CDH11* KD cell lines (*n* = 3). (b) Cell viability under DMSO and Sd133 treatment. (c) Left panel: OCR was assessed after the addition of Oligo, FCCP, and ROT/AA at the indicated times. Right panel: Nonmitochondrial respiration, basal respiration, maximal respiration, proton leak, ATP production, and spare capacity were calculated (*n* = 6). (d) Body weight fluctuations after Sd‐133 administration (*n* = 5). (e) Changes in the sizes of subcutaneous tumors over time (*n* = 5). (f) Comparison of the weights of the extracted tumors (*n* = 5). Data represent means ± SD. *, **, ***, and **** indicate *p* < 0.05, *p* < 0.01, *p* < 0.001, and *p* < 0.0001, respectively (unpaired *t*‐test).

## 4 Discussion

Therapeutic options for advanced BC are limited, and almost no candidate molecules for molecularly targeted agents have been reported to date. In this study, we found that CDH11 can contribute to BC progression based on big data analysis and demonstrated that inhibition of CDH11 altered tumor growth of advanced BC in vivo.

CDH11 belongs to the cadherin superfamily and is important for cell–cell adhesion. CDH11 promotes immunosuppression and ECM deposition in pancreatic cancer [17, 25]. In breast cancer, CDH11 is reportedly involved in many important biological processes by regulating the synthesis of ECM components and affecting tissue mechanical properties and contractile function [24]. Thus, our findings that *CDH11* KD cells showed no change in cell proliferation in vitro but were suppressed in vivo suggest that CDH11‐mediated cell–cell interactions between tumor cells and other cell types in the surrounding microenvironment are required for tumor growth in BC.

The Warburg effect is the phenomenon in which cancers ferment glucose in the presence of oxygen, suggesting that defective mitochondrial respiration may be the underlying cause of cancer [37]. In recent years, however, mitochondrial biogenesis and quality control are often upregulated in cancer, and removal of mitochondrial DNA suppresses tumorigenesis. Tumor growth requires the mitochondrial electron transfer chain, and inhibition of mitochondrial complex I has been reported to synergistically reduce S6K1 activity related to tumor growth and proliferation [38]. Mitochondrial complex I has also been reported to regulate the TME independently of energy depletion [39]. In our study, we observed decreased gene expression and activity related to mitochondrial metabolism in *CDH11* KD cells. These results suggest that tumor growth is suppressed in vivo only, by the direct effect of decreased CDH11 expression on the TME as well as by the effect of decreased mitochondrial activity on further suppression of TME formation. In other cancer types, CDH11 has been reported to activate the WNT/β‐catenin pathway [14], which regulates mitochondrial activity [40, 41]. Thus, *CDH11* KD cells may also have reduced mitochondrial activity via inactivation of the WNT/β‐catenin pathway.

As described above, CDH11 is important for tumor growth in vivo, and administration of CDH11 inhibitors suppressed tumor growth in the xenograft mouse model without weight loss or death. Previously, it was reported that CDH11 neutralizing antibodies slowed tumor growth and colony formation in breast, glioblastoma, and prostate cancer cells [24]. Furthermore, dual cadherin antibodies recognizing CDH1 (epithelial E‐cadherin) and CDH11 (mesenchymal OB‐cadherin) have been reported to target circulating tumor cells and inhibit bloodborne metastasis in breast and pancreatic cancers [16]. Inhibition of CDH11 has also been reported to inhibit tumor growth by suppressing the expression of β‐catenin and vimentin in mouse models of breast cancer [15].

Cancer Dependency Map (DepMap: https://depmap.org/portal.) is a web tool that searches for gene dependencies (necessary for cell survival or proliferation) in cancer cell lines by RNAi or CRISPR screening. According to DepMap, RNA silencing of *CDH11* has little effect on BC cell lines including UM‐UC‐3 and 5637 cell lines. The lack of effect of *CDH11* knockdown on cell proliferation in vitro in this study is a result that is supported by DepMap data. Similar to BC, breast and pancreatic cancer cell lines are also largely unaffected by CDH11 according to DepMap. In contrast, our findings and reports from other cancer cell lines [15, 16], reveal that suppression of CDH11 reduces tumor growth and metastasis in mouse models. These findings suggest that CDH11 may regulate cancer cell growth not among cancer cells but through interactions with TMEs and other cell types.

However, there have been no reports that the mechanism underlying CDH11 inhibition is dependent on mitochondrial suppression. Mitochondria play a central and multifunctional role in malignant tumor progression, and targeting mitochondria may have therapeutic potential [42]. Those reports already point to the importance of CDH11 in malignant tumor progression, CDH11 cell–cell interactions, and mitochondria as therapeutic targets, as well as the potential rapid clinical application of CDH11 [24].

Taken together, our findings suggest that CDH11 is highly expressed in advanced BC and may regulate the TME by interacting with other cell types and regulating mitochondrial energy metabolism. Mitochondrial activity plays an important role in the acquisition of resistance to chemotherapy in malignant tumors [43], as some reports suggest that decreased mitochondrial activity increases chemotherapy sensitivity [44]. We expect that inhibition of CDH11 may have clinical applications not only as a novel single therapy but also in combination with existing therapies.

## 5 Limitations

In this study, there was a discrepancy between the in vivo and in vitro results regarding cell growth ability. This discrepancy is considered to result from differences in signaling triggered by the binding of CDH11 expressed on the cell surface. Under in vitro conditions, cells do not interact unless they reach confluence; therefore CDH11 signaling is not activated. Since normally cell proliferation is inhibited under confluent conditions in vitro, it is difficult to evaluate proliferative capacity mediated by CDH11, which depends on cell–cell interaction.

In mouse experiments using Sd‐133, no severe side effects such as weight loss or changes in visible behavior were observed. However, the precise biological effects of CDH11 inhibitors, including Sd‐133, remain a significant issue for clinical application and require further investigation through blood tests and postmortem examinations.

No previous study has reported a direct association between CDH11 and mitochondria. The detailed molecular mechanisms underlying CDH11 regulation of mitochondrial function were not determined in this study. We will investigate the relationship between CDH11 and mitochondrial activity, focusing on the WNT/β‐catenin pathway and/or novel regulatory pathways in our future study.

## Author Contributions

**Osuke Arai:** investigation (lead), validation (lead), writing – original draft (equal). **Yuta Yanagihara:** investigation (equal), validation (equal), writing – review and editing (equal). **Haruna Arai:** investigation (equal), validation (equal). **Ryuta Watanabe:** investigation (equal), validation (equal). **Noriyoshi Miura:** supervision (equal). **Tadahiko Kikugawa:** supervision (equal). **Takashi Saika:** supervision (equal). **Yuuki Imai:** supervision (lead), writing – review and editing (equal).

## Ethics Statement

Animal Studies: Animal experiments were approved by the Ehime University Animal Experiment Committee based on the Ehime University Animal Experiment Regulations (Approval No.: 37A‐5‐16). In conducting the animal experiments, Ehime University will comply with the Law Concerning the Welfare and Management of Animals, the Standards for the Care and Keeping of Laboratory Animals and the Alleviation of Pain and Suffering, the Basic Guidelines for the Conduct of Animal Experiments at Research Institutions, etc., and the Guidelines for the Proper Implementation of Animal Experiments formulated by the Science Council of Japan.

## Consent

The authors have nothing to report.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** cam471399‐sup‐0001‐FigureS1.ai.

**Figure S2:** cam471399‐sup‐0002‐FigureS2.ai.

**Figure S3:** cam471399‐sup‐0003‐FigureS3.ai.

**Figure S4:** cam471399‐sup‐0004‐FigureS4.ai.

**Table S1:** Primer names, corresponding sequences and product sizes.

## Data Availability

The RNA‐seq datasets were deposited in GEO under accession number GSE277038. The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: CDH11 Contributes to Bladder Cancer Progression via Regulation of Mitochondrial Energy Metabolism
**Source:** Cancer Med. 2025 Nov 20;14(22):e71399. doi: 10.1002/cam4.71399
**Supplement:** Supplementary file 5 — Table S1: Primer names, corresponding sequences and product sizes.

Tabel S1. Primer names, corresponding sequences and product sizes.

| Primer | Sequence | | | | Product size (bp) |
| --- | --- | --- | --- | --- | --- |
| RPLP0 | F: | 5'- | AGCCCAGAACACTGGTCTC | -3' | 97 |
|  | R: | 5'- | ACTCAGGATTTCAATGGTGCC | -3' |  |
| CDH11 | F: | 5'- | AGAGAGCCCAGTACACGTTGA | -3' | 142 |
|  | R: | 5'- | TTGGCATGATAGGTCTCGTGC | -3' |  |
| NDUFC2 | F: | 5'- | CGGCCTGATTGATAACCTAATCC | -3' | 64 |
|  | R: | 5'- | AAGCTGGCGATGCAAACCA | -3' |  |
| TIMM21 | F: | 5'- | AGAAGCCGGAAGAGATTTTACCT | -3' | 167 |
|  | R: | 5'- | CACCGATCACCTCAGGATGTG | -3' |  |
| WNT7B | F: | 5'- | GAAGCAGGGCTACTACAACCA | -3' | 155 |
|  | R: | 5'- | CGGCCTCATTGTTATGCAGGT | -3' |  |

F: forward and, R: reverse primers

How the deposited data were processed for this re-analysis (not part of the article)

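RNA-seq counts were analysed for 9 libraries of cultured UM-UC-3 cells and 15 xenograft tumors, in groups of shCtrl, sh#1 and sh#2. The authors deposited unnormalized read counts per gene. For the cultured cells, the paper's methods state that the authors trimmed reads in CLC Genomics Workbench and mapped them to hg38 with RaNAseq, while the labels of the deposited count columns have the form of an export from CLC Genomics Workbench. Which of these programs made the counts is not settled here. For the tumors, the authors trimmed reads with trim galore and mapped them to hg38 with HISAT2. The paper's text does not name the counting tool, the annotation version, the use of molecular identifiers or how human and mouse reads were separated. A table of mouse gene counts came with the tumors. A few genes of the cultured table are not analysed here.

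From the deposited counts, differences were computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, robust quasi-likelihood fit and test, Benjamini-Hochberg adjustment). CDH11 KD was both hairpins together against shCtrl, with thresholds of 0.05 in cultured cells and 0.1 in tumors, as in the paper, and fits with 3 groups gave each hairpin and their difference. Gene lists were written before the counts were examined and tested with camera (limma 3.58.1, preset correlation 0.01), with fry and an estimated correlation beside it. Two-sided exact permutation p-values of a share or ratio of counts are 2 times the smaller one-sided p, and those of the difference of a list between cultured cells and tumors count differences at least as far from 0. The lists stand in for the paper's enrichment analysis, whose databases were not used here. The genes named were those the paper names, the 5 with the largest rise and the 5 with the largest fall in each fit among genes past the threshold with a mean of at least 20 counts, the same direction for both hairpins and no overlap with shCtrl libraries (in tumors, every CDH11 KD tumor on the same side of the shCtrl mean), and listed OXPHOS, import and hypoxia genes past the threshold. The mitochondrial DNA genes, mouse Cdh11 and Pecam1 were chosen after their values were seen.

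The alternatives were DESeq2 1.42.0, upper quartile normalization, no low-count filter, at least 10 counts in every library, each replicate left out, the replicate number as a block, 3 groups, and for the tumors the ratio of mouse to human counts as a covariate. These were fixed before the data were examined. Summing 1643 pseudogenes with their parent gene, using protein-coding genes only, leaving the mouse gene CT010467.1 out of the mouse share and out of the covariate, the share of counts on the 13 mitochondrial DNA genes with its alternatives, and giving the subtype markers under each alternative were chosen after seeing the data. The fits were tested on simulated counts with 200 changed genes. These had a mean of at least 20 counts and changed more than 2-fold. Every gene had the same spread between libraries, and calls used a q value under 0.05 in both systems. On 9694 cultured genes edgeR recovered 96% of them with 4% of calls false, and on 9028 human genes of the tumors 100% with 6.1% false. The test does not show how the fits recover small changes or genes with few counts, or how they behave at the tumor threshold of 0.1. Exploratory fits and the first full run on the real counts, including several alternatives, were made before this simulated test and before the expected outcomes of the checks in the closing section were written down. Checks whose values could have been seen by then are treated there as chosen afterwards.

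Totals of 414849 to 1248977 counts per tumor limit genes with few counts, and intervals were not computed for single libraries. Counts of replicates differed by more than sampling noise in every pair of a group, so each library was kept as a replicate. This does not show that libraries of a group come from separate infections. The paper's methods describe infection and sorting before the cells were plated or injected, and mention no repeated infection. The p-values therefore measure the spread between libraries or tumors, and not between independently made lines.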

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

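Among the tests below, those of other splits of the libraries, of transcript length and GC content and of the mouse hypoxia ratio were set before their results were seen, and the others were chosen only after the result was seen or after a run that held it.

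Of 33 groups of 5 tumors examined for a single tumor far from the others, 3 stood out, where chance gives about 1 in 20. The human total of sh#1 tumor 1 was 414849 counts, against 895180 to 1011977 in the other sh#1 tumors, and 30% of its human and mouse counts were on mouse genes. WNT7B in sh#1 tumor 2 was at 41.8 normalized CPM, against 29.4 to 32.3 in the others. The mean log2 level of the nuclear OXPHOS genes in shCtrl tumor 5 was 7.13, against 7.44 to 7.56. No biological explanation of these single tumors was tested.

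The nuclear OXPHOS genes moved in opposite directions in cultured cells and tumors (exact permutation test of the difference within both systems, adjusted p = 0.0189 over 9 lists). The mean rose by 0.09 on the log2 scale in cultured cells (6 of 6 CDH11 KD libraries above the shCtrl mean) and fell by 0.15 in tumors (9 of 10 below). In cultured cells the rise is small, and lists of random genes matched on expression and transcript length reached it in a share of 0.369, and matched on GC content in 0.194, so these biases may account for it, although 1 of 84 splits of the libraries gave a median as far from 0. In tumors, no random list reached the fall (share 1e-04 for length and for GC content, the smallest that 10000 lists allow), though length-matched lists had a median of -0.06. With the ratio of mouse to human counts as a covariate the list stayed past the threshold (adjusted p = 2.28e-06, and 2.16e-07 with the mouse gene CT010467.1 left out of the ratio), which argues against a lower share of human cells as the whole cause. However, 5 of 100 splits of the tumors gave a median as far from 0, and 0 library mixes held more than 1 group, so the mixes and the hairpins cannot be told apart. An effect of CDH11 KD stays open.

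The genes encoded by mitochondrial DNA also differed between the systems (adjusted p = 0.00496 in the same exact permutation test), with a mean change of -0.34 in cultured cells, where 0 of 6 CDH11 KD libraries were above the shCtrl mean, and 0.20 higher in tumors (8 of 10 above). Their share of all counts was from 9.23% to 9.36% in the shCtrl cultured libraries and from 5.76% to 6.49% in the CDH11 KD libraries. In tumors it was 6.70% ± 0.461 (SD, n = 5) in shCtrl and 7.32% ± 0.757 (SD, n = 10) in CDH11 KD (exact permutation test, two-sided, p = 0.0979), and p was 0.0240 without shCtrl tumor 2 and 0.0410 without sh#1 tumor 1 in the same permutation test. With all 24 listed genes of mitochondrial DNA the tumor shares were 10.9% and 13.4% (exact permutation test, two-sided, p = 0.0446). A uniform fall of these transcripts in cultured cells is argued against by the 2 genes called higher, MT-CO1 and MT-ND6, although the call of MT-CO1 was lost in 5 of 15 alternatives and that of MT-ND6 in 2. The median of the list, -0.12, was reached by 15 of 84 splits, so the median does not set the real grouping apart from others. Members of the list go both ways. In tumors 4 of 100 splits reached the median. The cytosolic ribosome genes rose by 0.40 in cultured cells and changed by -0.06 in tumors (adjusted p = 0.0224). No further explanation of this difference was tested.

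In the mouse counts, which the paper does not report, hypoxia genes were higher in CDH11 KD tumors (13 of 14 genes, median log2 fold change 0.66, camera adjusted p = 8.79e-08, limma) and fibroblast genes lower (0 of 12 higher, median -0.29, adjusted p = 0.00283, limma). Neither held in fry (0.130 and 0.507). Relative to the human total, mouse counts of 15 fibroblast genes were at 0.203% ± 0.0977 (SD, n = 5) in shCtrl tumors. In CDH11 KD tumors they were at 0.196% ± 0.148 (SD, n = 10), a difference within the spread (exact permutation test on log2 values, two-sided, p = 0.644). The ratio of mouse to human counts of 34 hypoxia genes was 4.93% ± 0.978 (SD, n = 5) in shCtrl and 8.24% ± 5.45 (SD, n = 10) in CDH11 KD tumors (exact permutation test on log2 values, two-sided, p = 0.167), with 21.4% in sh#1 tumor 1. Human reads assigned to mouse genes, or a difference between library mixes, cannot be told apart from a change in mouse cells, since the ratio varied between tumors and the difference between groups was within their spread.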

How the results depend on the processing

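In this part, summing pseudogenes with their parent, using protein-coding genes only, leaving CT010467.1 out of the covariate and the share of the mitochondrial DNA genes were chosen after the result was seen. The cause of a change was not tested, unless the alternative itself tests fewer genes or libraries. In cultured cells, the CDH11 KD numbers (899 higher and 820 lower) became 1630 and 1661 with 3 groups, and the numbers over 2-fold (226 and 178) became 144 and 92 with at least 10 counts in every library, which tests fewer genes. Of the numbers of genes under an alternative, 294 stayed within 1.5 times of the reported number and 88 did not. DESeq2 gave 686 and 463 for sh#1, 1082 lower for sh#2, and 562 and 791 between sh#1 and sh#2.

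Across the 9 fits that each left out one cultured library, the CDH11 KD numbers ranged from 458 to 972 higher and from 424 to 901 lower, and over 2-fold from 181 to 258 and from 138 to 214. Those of sh#1 ranged from 909 to 1198 and from 798 to 1064, those lower with sh#2 from 1547 to 1876, and those between sh#1 and sh#2 from 857 to 1160 and from 1062 to 1400.

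In tumors, without a low-count filter the numbers were 110 and 166 for CDH11 KD, 126 and 117 for sh#1, 200 lower for sh#2 and 112 higher in sh#1 than sh#2. With at least 10 counts in every library they were 45 higher for sh#1, and 33 and 30 between sh#1 and sh#2. The mouse-to-human covariate gave 24 and 39 for CDH11 KD, 47 higher for sh#1 and 75 higher for sh#2, and 3 groups gave 97 and 130. With the mouse gene CT010467.1 left out of the covariate, 45 and 54 genes passed for CDH11 KD. Chosen after seeing the data, summing pseudogenes with their parent gave 49 lower for CDH11 KD, 41 lower for sh#1, and 36 and 33 between sh#1 and sh#2, and protein-coding genes only gave 38 and 46, 34 and 30, 78 and 75, and 27 and 22 in the order CDH11 KD, sh#1, sh#2 and sh#1 against sh#2. Upper quartile normalization moved the share of higher genes among those called with sh#2 from 50.8% to 38.9%.

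Across the 15 fits that each left out one tumor, the numbers ranged from 21 to 197 higher and from 27 to 202 lower for CDH11 KD, from 33 to 139 and from 35 to 148 for sh#1, from 61 to 263 and from 65 to 289 for sh#2, and from 30 to 76 and from 14 to 68 between sh#1 and sh#2. The most calls against shCtrl came without shCtrl tumor 5. For mouse genes, with 0 called (92 at an unadjusted p under 0.05), 4 higher and 4 lower passed without a filter, 1 and 2 with DESeq2, 1 higher with the replicate block, and from 0 to 1 higher with one tumor left out.

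Of the list tests, an estimated correlation gave adjusted p of 0.422 (nuclear OXPHOS), 0.0562 (mitochondrial DNA) and 0.0519 (hypoxia) in cultured cells, and 0.365 for nuclear OXPHOS, mitochondrial DNA, import and hypoxia in tumors. In tumors fry gave 0.0849, 0.153, 0.0616 and 0.172 for these lists. With sh#2 alone, nuclear OXPHOS in cultured cells was at 0.284 and hypoxia in tumors at 0.0788. Leaving out one library gave from 0.00429 to 0.0770 for nuclear OXPHOS in cultured cells. The cytosolic ribosome list in tumors reversed with sh#1 alone (0.0572).

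The enrichment of nuclear OXPHOS genes among genes called lower in tumors had a Fisher's exact p of 1 with a log2 fold change below -1, and from 3.81e-12 (without shCtrl tumor 5) to 1 (without shCtrl tumor 1 or 4) with one tumor left out. That of mitochondrial DNA genes in cultured cells was 0.211 with that limit. That of import genes in tumors ranged from 0.0222 (without shCtrl tumor 5) to 1. The Spearman correlation of cultured cells with tumors (0.13) was 0.08 with DESeq2 and from 0.0868 to 0.18 with one library left out, and the genes higher or lower in both (11 and 4) were 6 and 1 with a mean of at least 50 counts, and from 2 to 25 and from 0 to 17 with one library left out. The difference in the share of the 13 mitochondrial DNA genes was from -3.22 to -3.07 percentage points in cultured cells and from 0.475 to 0.822 in tumors with one library left out (-3.14 and 0.628 with all libraries), and 2.54 in tumors with all 24 listed genes of mitochondrial DNA.

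The same replicate numbers did not pair the libraries. Same-numbered cultured libraries had deviations correlated from -0.03 to 0.09, and tumors from -0.14 to 0.17. With the replicate block, cultured CDH11 KD had 648 higher and 598 lower genes. Among the named genes, 171 gene values under an alternative were no longer past the threshold and 15 came past it. Of the genes past the threshold in the reported fit, 0 changed direction. Below the threshold, the log2 fold change of TIMM21 in tumors (0.04) ranged from -0.07 to 0.10. That of COL17A1 in cultured cells (-0.04) ranged from -0.19 to 0.18. The losses were most frequent where a shCtrl replicate was left out.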

Differences from the paper's values

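In this part, the share of counts on the mitochondrial DNA genes and the subtype markers under each alternative were chosen after the result was seen. In cultured cells, 820 genes were lower at a q value under 0.05, against the paper's 483. Of the alternatives set before the data were examined, DESeq2 (637), the replicate block (598) and the fits without single shCtrl or sh#2 replicates (from 424 to 722) came within 1.5 times of the paper's number, and upper quartile normalization (940), no low-count filter (768), at least 10 counts in every library (804), the 3-group contrast (1661) and the fits without single sh#1 replicates did not.

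With a log2 fold change beyond 1, 226 genes were higher, against the paper's 117, and 178 lower, against the paper's 63. Requiring at least 10 counts in every library gave 144 and 92, within 1.5 times of the paper's numbers, and no other alternative set before the data were examined did so.

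The median total counted on human genes in tumors was 0.916 units of 1000000 reads, against the paper's 3 units of reads generated per sample, which is a different stage of the processing, and none of the alternatives set before the data were examined changes these totals. In tumors, 64 genes were higher and 75 lower, and with DESeq2 75 and 81, the paper's numbers. In the paper's GO analysis of called genes, groups related to mitochondria and respiration were the most often enriched among downregulated genes in both systems. The medians given here are another measure, over all tested genes of lists written for this re-analysis, so they do not test that enrichment. Among genes lower with a log2 fold change below -1 in cultured cells, 1 was of the nuclear OXPHOS list, where 1.41 were expected (Fisher's exact test, one-sided, p = 0.760). Here the nuclear OXPHOS list had a median of 0.13 in cultured cells (adjusted p = 0.0144 in camera, 0.0117 in fry and 0.422 with an estimated correlation, limma) and of -0.16 in tumors (adjusted p = 2.39e-08 in camera, 0.0849 in fry and 0.365 with an estimated correlation, limma). The mitochondrial DNA genes took a lower share of counts in CDH11 KD cultured cells (6.13% against 9.28% in shCtrl), and in tumors their median was 0.21 (adjusted p = 0.00603 in camera and 0.153 in fry, limma). The paper finds no shared pathway among upregulated genes. Here the hypoxia list was higher in cultured cells (median 1.35). In tumors its median of 0.35 (0.08 with sh#2) was past the threshold in camera (adjusted p = 4.89e-06, limma), but not in fry (0.172) or with an estimated correlation (0.365), and 15 of 100 splits of the tumors gave a median as far from 0. The paper lists CD44, L1CAM and UPK1A among markers that were not differentially expressed. This held here for both hairpins against shCtrl, while the fit of 3 groups called L1CAM and UPK1A higher. For CD44 and L1CAM the hairpins went in opposite directions. With sh#2 alone CD44, L1CAM and UPK1A were called higher. With sh#1 alone CD44 and L1CAM were called lower, calls that some alternatives lost, and UPK1A was not called.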

Other observations

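Of the tests in this part, the splits of the libraries, the hairpin seeds and the matched random lists were set before their results were seen, and the others only afterwards.

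Splits of the libraries into groups of the same sizes were used to see how often the numbers of called genes arise by grouping. For CDH11 KD against shCtrl in cultured cells, 2 of 84 splits called as many genes as the 1719 of the real one, and the other split set the sh#2 libraries against the rest (2136 genes), which follows the hairpins. For the hairpin comparisons in cultured cells, 1 of 10 splits, the real one, gave as many, and 10 splits allow no smaller share. In tumors, 1 of 100 splits reached the 139 genes of CDH11 KD, 1 of 100 those of sh#1, 2 of 100 those of sh#2 and 1 of 100 those between sh#1 and sh#2. The split that exceeded sh#2 (283 genes against 246) exchanged shCtrl tumor 5 with sh#2 tumor 5. For the mouse genes 0 were called (92 at an unadjusted p under 0.05), so all 100 of 100 splits reach that number whatever the data, and the splits test nothing there. The largest number in any of them, 209, came from grouping shCtrl tumor 2, sh#1 tumor 1 and sh#2 tumors 1, 2 and 3. The hypoxia list median was reached by 1 of 84 splits in cultured cells and 15 of 100 in tumors.

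One hypothesis was that the genes lower with each hairpin are off-target genes with a match to the hairpin seed in the 3′ UTR. Genes with the sh#1 site GTACAGT shifted by -0.04 on the log2 scale relative to others, and a share of 0.363 of 500 random 7-mers with the same bases shifted as far. For the sh#2 site AAAATGT the shift was -0.04 and the share 0.171 of 104 7-mers. Of the genes with the site, 13.4% were called lower with sh#1 and 19.9% with sh#2, against 10.2% and 18.3% of the others. The seed-matched genes thus shifted no more than random 7-mers, which gives no sign of seed-driven silencing and does not exclude it. The guide was taken as the exact complement of the target, and other off-target routes were not tested. Another hypothesis was that the hypoxia genes rose with 1 hairpin only. In cultured cells 36 of 40 genes were higher with sh#1 (median 0.83) and 39 of 40 with sh#2 (median 1.74), which argues against it. The larger adjusted p of the hairpins was 5.51e-86 (camera with a preset correlation, limma), and no other list test was run for single hairpins. Both hairpins were compared with the same shCtrl libraries, so these values are not independent. In tumors the hypothesis stays open, since 31 of 32 genes were higher with sh#1 (median 0.54, adjusted p = 3.69e-11 in camera, limma) and 19 of 32 with sh#2 (median 0.08, adjusted p = 0.0788 in camera, limma), and the difference between the hairpins was not tested for this list. Transcript length and GC content are excluded as the whole cause of the hypoxia rise (share 1e-04 of random lists in each case, in cultured cells and in tumors).

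Pseudogenes were overrepresented among the genes called in tumors (31 of 139, Fisher's exact test, one-sided, p = 1.02e-24), in line with reads divided between near-identical copies. A difference between library mixes is a candidate explanation, since 26 pseudogenes were also called between sh#1 and sh#2, but each mix holds 1 group. Of the 12 protein-coding genes called over 2-fold in tumors, 9 were tested in cultured cells and 2 were called in the same direction, which does not decide whether the changes were present in the cultured lines.

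Human CDH11 was at 16.6 ± 7.65 (SD, n = 5) normalized CPM in shCtrl tumors and at 1.32 ± 0.463 (SD, n = 3) in shCtrl cultured cells. Across the 15 tumors, human CDH11 and mouse Cdh11, each relative to its own total, had a Pearson correlation of 0.81 (permutation p = 0.00013) and a Spearman correlation of 0.85 (permutation p = 0.00017), and 0.78 without the 2 tumors farthest from the median. After removal of the group means the correlation was 0.71 (permutation within groups, 100000 resamples, two-sided, p = 0.00204). Each library mix holds 5 tumors of 1 group, too few for a correlation of its own. A candidate explanation is that reads are shared between human CDH11 and mouse Cdh11, in which case the human CDH11 counts of the tumors would not measure the knockdown. Mouse cells in the tumors were not measured separately, and a true relation between CDH11 in tumor cells and mouse stroma stays open.

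Mouse genes took 12.2% ± 1.62 (SD, n = 5) of the human and mouse counts in shCtrl and 15.8% ± 5.90 (SD, n = 10) in CDH11 KD tumors (exact permutation test, two-sided, p = 0.155). A single mouse gene, CT010467.1, chosen after its values were seen, held from 21.8% to 67.4% of the mouse counts of a tumor. Without it, the shares were 8.06% ± 1.16 (SD, n = 5) and 10.5% ± 5.70 (SD, n = 10) (exact permutation test, two-sided, p = 0.398). With all mouse genes but without sh#1 tumor 1 the difference was 2.08 percentage points in place of 3.65. The mouse-to-human ratio of 77 ribosomal protein genes spanned a 2.19-fold range over the tumors and that of 15 fibroblast genes, relative to the human total, a 6.36-fold range. Human reads assigned to mouse genes could explain part of the mouse counts, which these ranges do not decide. Mouse Pecam1, which encodes CD31, had from 7 to 20 counts in shCtrl, from 6 to 12 in sh#1 and from 7 to 19 in sh#2 tumors. The endothelial list (4 genes) had an adjusted p of 0.630 in camera (limma). The macrophage, skeletal muscle, adipocyte and mouse OXPHOS lists had adjusted p of 0.0868, 0.456, 0.0710 and 0.271 in the same test. In the tumors 1 of the 30 subtype markers, CD44, was tested (log2 fold change 0.24, q = 0.385 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, unadjusted p = 0.0471, which is also the p adjusted over the list alone, since 1 gene needs no adjustment). Without a low-count filter 23 markers were tested there, and 0 were called (8 at an unadjusted p under 0.05).

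The other human lists in cultured cells had camera adjusted p (limma) of 0.850 for mitochondrial protein import, 0.850 for the mitochondrial ribosome, 1.06e-06 for glycolysis (17 of 17 genes higher), 0.71 for WNT targets and 0.850 for the type I interferon response. In tumors they were 0.00228 for import (24 of 28 lower), 0.000109 for the mitochondrial ribosome (54 of 67 lower), 0.0354 for glycolysis, 0.495 for WNT targets and 0.107 for the interferon response. The cytosolic ribosome list had 1.57e-20 in cultured cells (78 of 78 higher) and 0.0131 in tumors (26 of 76 higher). In fry, glycolysis (0.0303) and the cytosolic ribosome (0.0117) held in cultured cells, and none of these lists was past 0.05 in tumors.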
